# The *Arabidopsis* epigenetic regulator ICU11 as an accessory protein of Polycomb Repressive Complex 2

**DOI:** 10.1073/pnas.1920621117

**Published:** 2020-06-29

**Authors:** Rebecca H. Bloomer, Claire E. Hutchison, Isabel Bäurle, James Walker, Xiaofeng Fang, Pumi Perera, Christos N. Velanis, Serin Gümüs, Christos Spanos, Juri Rappsilber, Xiaoqi Feng, Justin Goodrich, Caroline Dean

**Keywords:** epigenetic, ICU11, Polycomb, chromatin

## Abstract

Molecular mechanisms enabling the switching and maintenance of epigenetic states are not fully understood. Distinct histone modifications are often associated with ON/OFF epigenetic states, but how these states are stably maintained through DNA replication, yet in certain situations switch from one to another remains unclear. Here, we address this problem through identification of *Arabidopsis* INCURVATA11 (ICU11) as a Polycomb Repressive Complex 2 accessory protein. ICU11 robustly immunoprecipitated in vivo with PRC2 core components and the accessory proteins, EMBRYONIC FLOWER 1 (EMF1), LIKE HETEROCHROMATIN PROTEIN1 (LHP1), and TELOMERE_REPEAT_BINDING FACTORS (TRBs). *ICU11* encodes a 2-oxoglutarate–dependent dioxygenase, an activity associated with histone demethylation in other organisms, and mutant plants show defects in multiple aspects of the *Arabidopsis* epigenome. To investigate its primary molecular function we identified the *Arabidopsis FLOWERING LOCUS C* (*FLC*) as a direct target and found *icu11* disrupted the cold-induced, Polycomb-mediated silencing underlying vernalization. *icu11* prevented reduction in H3K36me3 levels normally seen during the early cold phase, supporting a role for ICU11 in H3K36me3 demethylation. This was coincident with an attenuation of H3K27me3 at the internal nucleation site in *FLC*, and reduction in H3K27me3 levels across the body of the gene after plants were returned to the warm. Thus, ICU11 is required for the cold-induced epigenetic switching between the mutually exclusive chromatin states at *FLC*, from the active H3K36me3 state to the silenced H3K27me3 state. These data support the importance of physical coupling of histone modification activities to promote epigenetic switching between opposing chromatin states.

## Significance

Epigenetic regulation of gene expression is associated with switching between chromatin states characterized by distinct histone modifications. Polycomb/Trithorax regulation involves the mutually exclusive H3K27me3/H3K36me3 modifications, but how these states are faithfully inherited through DNA replication, yet can switch from one to another, is still poorly understood. One mechanism that would aid switching is the association of histone methyltransferases with factors demethylating the opposing histone modification. Here, we show that an *Arabidopsis* 2-oxoglutarate–dependent dioxygenase, an activity associated with histone demethylation in other organisms, physically associates with the Polycomb Repressive Complex 2. We propose that physical association of histone methylation/demethylation activities will be generally important to coordinate switching between chromatin states.

Epigenetic silencing is mediated by conserved histone-based mechanisms in many organisms. Polycomb Repressive Complex 2 (PRC2) delivers a H3K27me3-based silencing that plays major roles in developmental and environmental epigenetic regulation (1–3). The PRC2 core components are conserved between organisms and associate with more diverse PRC2 accessory proteins that recognize sequence-specific or chromatin features such as CpG islands (4–13). A well-studied PRC2 target in *Arabidopsis* is the floral repressor locus, *FLOWERING LOCUS C* (*FLC*) (14). The prolonged cold of winter epigenetically silences the locus enabling expression in the spring of the genes required for the meristem to adopt a floral fate (15–18). *FLC* silencing occurs in a two-step cis-mediated PRC2 switching mechanism mediated by distinct complexes. During the cold, a PRC2 containing SWINGER (SWN) and associated with the accessory proteins VERNALIZATION5 (VRN5) and VERNALIZATION INSENSITIVE3 (VIN3) nucleates H3K27me3 silencing at a small intragenic site and this confers a metastable silencing (19). After return to warm, a PRC2 containing CURLY LEAF (CLF) and LHP1 mediate spreading of H3K27me3 silencing across the gene body, and this confers long-term stable silencing (19). Resetting *FLC* expression then occurs as the embryos develop to ensure vernalization is required each generation, a process requiring the H3K27me3 demethylase, EARLY FLOWERING 6 (ELF6) (20).

Modeling of the mechanism at *FLC* has provided a generic view of how opposing chromatin states, marked by a transcriptionally active H3K36me3 state and a silenced H3K27me3 state, can provide epigenetic stability, yet switch from one to another (1, 15, 21). This mechanism involves positive feedbacks to maintain each state and nonlinearity in the interaction mechanisms (22). Physical coupling of methylase and demethylase activities has been proposed to contribute to cooperativity in the system, a prediction partly validated for the *Arabidopsis* system by the finding that the H3K27me3 demethylase ELF6 physically interacted in vivo with the H3K36me3 methyltransferase SET DOMAIN GROUP 8 (SDG8) (23). Whether there was a similar physical interaction linking H3K36me3 demethylation with the Polycomb methyltransferases was not known.

Here, through analysis of a *Ds* transposon-tagged *Arabidopsis* mutation showing pleiotropic developmental phenotypes we identify an activity associated with H3K36me3 demethylation. The mutation was initially called *wavy leaves and cotyledons furled back* (*wlc-1*) and was identified as an early flowering, deformed leaf mutant in the Landsberg *erecta* genotype (24). Cloning revealed the gene (At1g22950) corresponds to the recently described *ICU11* locus (25), so the mutant is hereafter referred to as *icu11-3*. ICU11 is part of a small family of genes in the *Arabidopsis* genome with partially redundant functions. *icu11* mutants misexpress many developmental regulators, share many phenotypes with *embryonic flower* mutants, and genetic analysis linked ICU11 activity with PRC2 function (25). Here, we extend this understanding and show that ICU11 robustly associates with PRC2 components in plants, and when defective, PRC2-mediated repression is compromised. Through analysis of a direct target, the floral repressor locus *FLC*, we find that ICU11 facilitates H3K36me3 demethylation and promotes the switch to the Polycomb H3K27me3 silenced state. *icu11* also shows other subtle epigenetic changes, so we propose that perturbed histone demethylation causes increased transcriptional activity of ICU11 targets with direct effects on PRC2 silencing and indirect effects on the wider *Arabidopsis* epigenome.

## Results

### *Ds* Insertion into At1g22950 Results in Weak PcG Mutant Phenotypes.

The *wlc-1* mutant, hereafter *icu11-3*, was identified in an *Ac*/*D*s transposon-tagging mutagenesis screen (24) through its phenotypes, which include small size, pronounced cotyledon and leaf curling and early flowering in short days (Fig. 1 *A* and *B*). Subsequent cloning revealed it to be ICU11, a 397-amino acid protein of unknown function (At1G22950, TAIR10), with the InterPro EMBL-EBI protein domain database predicting an Fe^2+^/2-oxoglutarate–dependent dioxygenase (2OG) domain with homology to *Arabidopsis* prolyl-4-hydroxylases (P4Hs) and alpha ketoglutarate-dependent dioxygenase Bs (AlkBs) (26). In *icu11-3*, the insertion of the transposed *Ds* into the fifth exon introduces a premature stop codon, truncating ICU11 before the predicted enzymatic domain (*SI Appendix*, Fig. S1*A*). In addition, the *icu11-3* mutant expresses approximately fourfold less *ICU11* at the mRNA level (*SI Appendix*, Fig. S1*B*). Transformation of the *icu11-3* mutant with genomic *ICU11* alone, or genomic *ICU11* with C-terminal enhanced green fluorescent protein (eGFP) or 3xHA fusion constructs complemented *icu11-3*, rescuing the observed morphological defects (*SI Appendix*, Figs. S1*C* and S2 *A* and *B*) and the misexpression of target genes in young seedlings (*SI Appendix*, Figs. S1*D* and S2 *C and D*). In addition, revertants were generated through *Ac*-induced remobilization of *Ds* to generate wild-type (WT) plants and fully stable mutant plants; in the latter the excision had led to a frame shift in the coding sequence. *ICU11* is widely expressed, appearing elevated during later plant development (*SI Appendix*, Fig. S1*E*), while pICU11::ICU11-eGFP constructs showed broad expression of the protein in roots, nuclear localization at the subcellular level and association with metaphase chromosomes (*SI Appendix*, Fig. S1*F*).

**Fig. 1.**
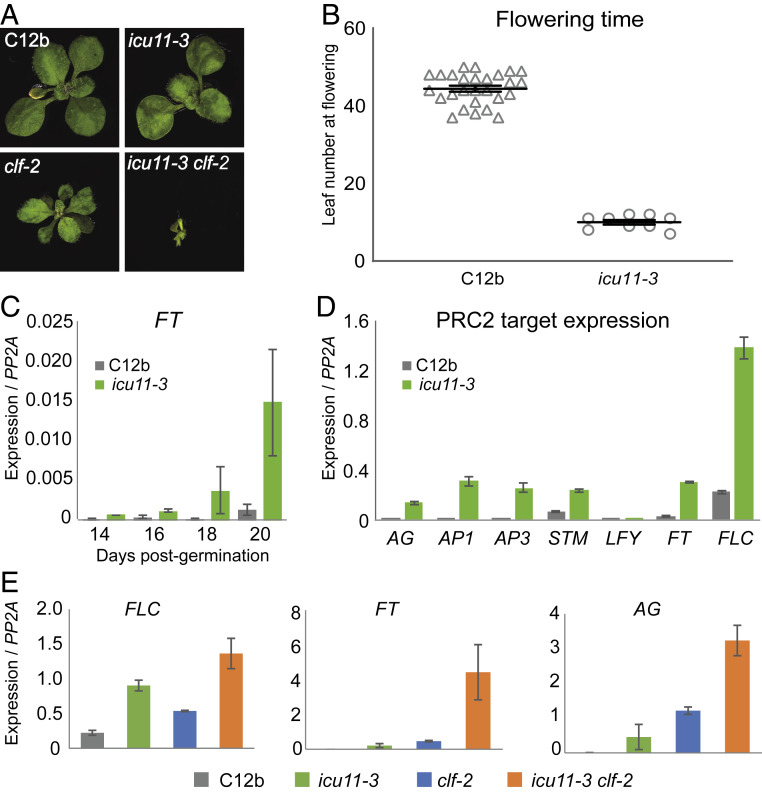
*icu11-3* phenotypes are reminiscent of mutants defective in PRC2. (*A*) Morphological phenotypes of WT line C12b, the *icu11*-3 and *clf-2* mutants, and synergistic interaction in *icu11-3 clf-2* double mutant. (*B*) Flowering is significantly accelerated under short-day conditions in *icu11-3* (*P* < 0.0001, unpaired Student’s *t* test). Error bars represent SEM (*n* = 9 [*icu11-3*]; *n* = 27 [WT]). (*C*–*E*) Mean gene expression in C12b WT, *icu11-3*, *clf-2*, and *icu11-3 clf-2* double-mutant lines. Target gene expression is normalized to the housekeeping gene *PP2A*; error bars represent SEM for three biological replicates. (*C*) The floral activator *FT* is overexpressed in early seedling development in *icu11-3* compared with WT under short-day conditions. (*D*) The *icu11-3* mutant overexpresses PRC2 target genes during early seedling development. (*E*) The *icu11-3 clf-2* double mutant synergistically overexpresses PRC2 targets compared with either single mutant.

To investigate the early flowering of *icu11-3* in short days, we compared the expression of the floral activator *FT*, a known PRC2 target, during early seedling development under short-day growth conditions. *FT* was up-regulated in *icu11-3* compared with the progenitor line (C12b), with the overexpression phenotype becoming more pronounced with seedling age (Fig. 1*C*). To investigate the potential misregulation of PRC2 targets more generally, we performed quantitative RT-PCR (qRT-PCR) on RNA extracted from 14-d-old seedlings of both *icu11-3* and the progenitor line (Fig. 1*D*) and found the *icu11-3* mutant overexpresses a range of PRC2 target genes compared with WT, including the reproductive transition regulators *FT* and *FLC*, floral genes *AG*, *AP1*, and *AP3*, and the shoot meristem maintenance gene *STM*. We crossed *icu11-3* with *clf-2* and compared morphological and gene expression phenotypes in the single and double mutants. As found previously, double mutants exhibit severe morphological defects (Fig. 1*A*) and higher up-regulation of the flowering targets *FLC, FT*, and *AG* compared with either single mutant alone (Fig. 1*E*), similar to combination of *clf* with mutations in other PRC2 accessory proteins such as *lhp1* (27).

### ICU11 Is a PRC2 Accessory Protein.

To investigate ICU11 function further, we performed coimmunoprecipitation/mass spectrometry (coIP-MS) experiments using 3xHA- and GFP-tagged ICU11 proteins as bait. Our IP-MS revealed core PRC2 complex components CLF, SWN, FERTILIZATION INDEPENDENT ENDOSPERM (FIE), MULTICOPY SUPPRESSOR OF IRA1 (MSI), and EMBRYONIC FLOWER (EMF)2 and accessory proteins EMF1, LHP1, and TELOMERE-REPEAT-BINDING (TRB) 1–3, as ICU11 interactors. EMF1 and LHP1 have been found in several studies as direct interactors of PRC2 (28, 29), and TRBs have been found associated with CLF and SWN (11). JMJ14, a H3K4me3 demethylase (30), was also detected in the ICU11-enriched peptides. Reciprocal coIP-MS with CLF-GFP, SWN-GFP, and EMF1-FLAG confirmed the interaction between ICU11 and PRC2 (Table 1 and Dataset S1). Interestingly, we did not find ICU11 interacting with VIN3 or its homologs VRN5 and VEL1, reinforcing the view of distinct Polycomb complexes operating over different spatial and temporal timescales.

**Table 1.** ICU11 associates with the PRC2

	Protein	*35S::GFP*	*gICU11-GFP icu11-3*	*icu11-3*	*gICU11-HA icu11-3*	Col-0	*EMF1-3XFLAG emf1*	*35S::GFP*	*35S:GFP-CLF clf-50*	*gSWN-GFP*
Core PRC2	ICU11	0–0	13–19	0–0	12–11	0–0	11–20	0–0	13–2	5–5
	EMF2	0–0	11–4	0–0	29–0	0–0	2–22	0–0	33–18	4–36
	MSI1	0–0	12–6	0–0	25–2	3–2	6–18	2–0	22–18	6–26
	FIE	0–0	10–1	0–0	18–0	0–0	5–17	2–0	23–22	6–25
	SWN	0–0	10–0	0–0	27–0	0–0	0–26	0–0	11–0	21–68
	CLF	0–0	7–0	0–0	26–0	0–0	3–17	9–0	75–46	8–4
Accessory	EMF1	0–0	5–3	0–0	26–2	0–0	6–40	0–0	46–17	2–37
	LHP1	0–0	2–1	0–0	11–0	0–0	2–14	0–0	22–8	3–18
	TRB1	0–0	5–9	0–0	12–2	0–0	0–1	0–0	0–0	0–0
	TRB2	0–0	9–5	0–0	15–1	0–0	1–11	0–0	11–3	2–10
	TRB3	0–0	9–6	0–0	15–3	0–0	3–12	0–0	9–4	2–7
	VRN5	0–0	0–0	0–0	0–0	0–0	0–0	0–0	24–13	0–24
	VEL1	0–0	0–0	0–0	0–0	0–0	0–0	0–0	41–28	0–46
	ALL PEPTIDES	787–1817	1286–7239	2944–3524	5481–6267	11483–16737	11170–13095	6705–2489	7376–7714	5127–6855

The numbers indicate uniquely identified peptides from each protein found by mass spectrometry in two independent experiments. The total number of peptides identified in each experiment is also indicated at the bottom of the columns. PRC2 core components are shown at the top, with accessory components below. Columns are paired with control on left and immunoprecipitated to the right. For example, 35S:GFP samples in column 1 were the control for the ICU11-GFP samples in column2 in the gICU11-GFP analysis. 35S:GFP-CLF *clf50* and gSWN-GFP share the 35S::GFP control. The full list of proteins identified is presented as an excel sheet in Dataset S1.

### ICU11 as a Putative Histone Demethylase.

To further investigate the role of ICU11 in epigenetic regulation we used Western blots to determine levels of histone modifications associated with active chromatin (H3K4me1, H3K4me2, H3K4me3; H3K36me3) and those associated with silenced chromatin (H3K27me3) in WT and *icu11-3* 14-d-old seedlings. We observed a small increase in H3K4me2/me3, and H3K36me3 in *icu11-3* relative to WT (Fig. 2*A* and *SI Appendix*, Figs. S3 and S4). These data, together with the analysis of *FLC* derepression in the *icu11-3* mutant, raised the possibility that a primary activity of ICU11 was demethylation of histone modifications associated with active chromatin states, for example, H3K4me2/3 and H3K36me3. Loss of one protein may destabilize the whole-protein complex that contains putative demethylases specific for different histone modifications. A combination of activities, e.g., ICU11 and JMJ14 in the whole complex would then link demethylation of active histone modifications at multiple sites on the histone tail. This linking of activities in vivo means in vitro analyses are the best way to define the specific activity of different demethylases. The 2OGD domain of ICU11 falls within the same enzymatic superfamily as Jumonji C-domain histone demethylases. Despite considerable effort using in vitro assays using recombinant protein and commercial histones, or by colocalization assays of demethylation and expressed ICU11 protein in *Nicotiana benthamiana* transient assays, we could not generate reproducible data to clearly support a direct H3K4 or K36me3 demethylase role for ICU11. This is not uncommon for this family of proteins and may indicate that ICU11 requires accessory proteins or specific posttranslational modification for histone demethylase activity. It is also possible that ICU11 modifies another component of the complex, which then allosterically influences histone demethylation.

**Fig. 2.**
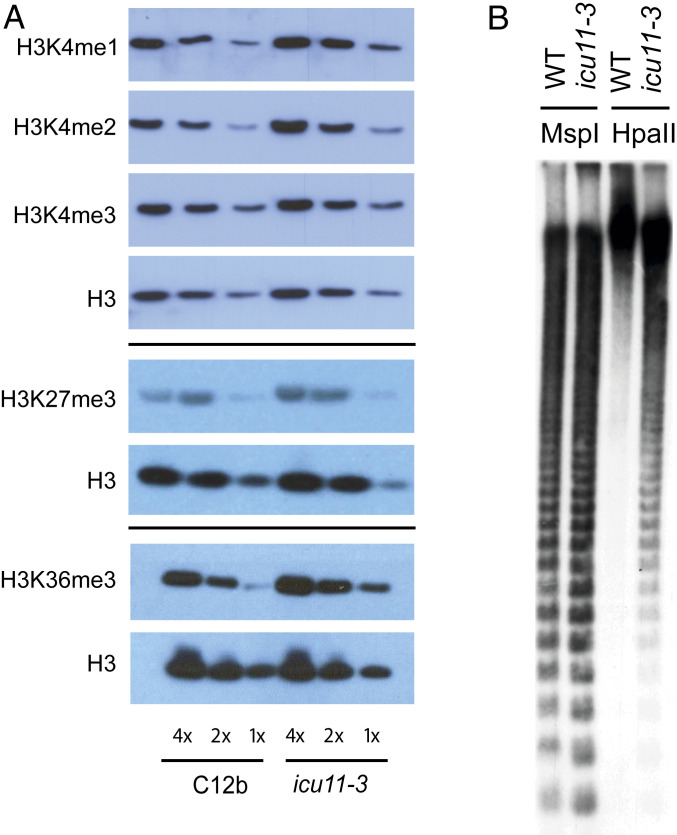
*icu11-3* affects global histone methylation and DNA methylation at the pericentromeric cen180 repeats. (*A*) The *icu11-3* mutant shows elevation of H3K36me3 and H3K4 methylation, but no change in H3K27me3 compared with WT C12b. Histones were prepared from a nuclear extract from 14-d-old seedlings and serially diluted; Western blots are shown with total histone H3 from the same extraction as loading controls. (*B*) Southern blot analysis of methylation at the pericentromeric cen180 repeat region. Genomic DNA digested with the methylation-insensitive restriction enzyme MspI (control) and methylation-sensitive enzyme HpaII indicates slightly reduced DNA methylation over centromeric repeats in *icu11-3*.

### DNA Methylation Is Subtly Changed in *icu11-3*.

The wide range of phenotypes in *icu11* mutants prompted us to look for changes in other epigenetic marks. In plants, DNA methylation occurs in CG, CHG, and CHH contexts (H = A, T, or C). CG methylation is broadly distributed, present in both gene bodies and repeat-rich regions; while CHG and CHH methylation are primarily found in transposable elements (31, 32). Southern blot analysis of genomic DNA digested with the differentially methylation-sensitive enzymes MspI and HpaII revealed slightly reduced CG methylation of centromeric 180-bp repeat regions in *icu11-3* (Fig. 2*B*), that was reverted to WT CG methylation in a line where *Ds* had retransposed restoring the WT ICU11 allele (*SI Appendix*, Fig. S5*A*). To further investigate the consequence of the observed changes in DNA methylation, we compared expression of a subset of transposons in early-stage seedlings (*SI Appendix*, Fig. S5 *B*–*D*). We observed some slight up-regulation in *icu11-3* compared to WT and *clf-2*, though to a lesser extent than in DNA methylation mutants *ddm1-1* and *cmt3-7*.

To further examine the effect of *icu11-3* on the cytosine methylome, we performed bisulfite sequencing on seedlings of *icu11-3* mutant and the WT progenitor (*SI Appendix*, Table S2). 

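Bisulfite sequencing reads an unconverted cytosine as methylated. Here 1 set of calls, called a library below, was analysed for each genotype. The seedlings were 14 d old, of the WT progenitor and labelled icu11-3. The paper places its transposon-tagged lines in Landsberg erecta. Single-end libraries were made after 2 rounds of bisulfite conversion, and the submitters' processing notes name Trim Galore, Bismark and the TAIR10 build. For each cytosine of each strand the authors deposited the methylated fraction with its methylated and unmethylated read counts, in separate files for CG, CHG and CHH. The submitters' naming marks 2 replicates per genotype, and a cytosine has up to 2 lines, which do not tell the replicates apart. These lines were summed, so there is no replicate check, and each comparison is between 2 libraries and not between the genotypes.

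On chromosomes 1 to 5 the WT library held 4863095 CG, 31206644 CHG and 158065309 CHH calls. The library labelled icu11-3 held 26490253 CG, 28263518 CHG and 144966071 CHH calls. In the CG context the mean was 2.21 calls per covered cytosine in WT and 6.08 in the other library. No cytosine of the WT CG file had 2 lines, against 56.1% of cytosines in the CG file labelled icu11-3. On the unmethylated chloroplast chromosome WT had 257 calls per CG cytosine and 1247 per CHG cytosine, where the library labelled icu11-3 had 1787 and 1788. The chloroplast level, which measures failed conversion and sequencing error, was 0.352% in WT and 0.263% in the library labelled icu11-3 for CG, 0.235% in both for CHG, and 0.223% and 0.229% for CHH.

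ICU11 (At1g22950) lies on the minus strand of chromosome 1 from 8125023 to 8127286 (TAIR10) and has 9 exons. Exon 5, which carries the Ds insertion in icu11-3, spans 8126047 to 8126133. Reads across a homozygous insertion cannot be aligned to the reference, so calls would thin out towards it. In exon 5 the library labelled icu11-3 had 8.82 calls per CHG or CHH cytosine, 1.90 times its nuclear mean, and the WT library had 4.27, 0.842 times its mean. The shallowest 30-bp stretch of the exon had 6.09 calls per cytosine in the library labelled icu11-3 and 2.64 in WT. The first value is above that library's nuclear mean of 4.65, so calls did not thin out there. The WT value is below the WT mean of 5.08, but WT exons 6 (2.85 calls per cytosine) and 7 (3.83) were lower than exon 5. Among exons of like length, exon 5 lay at the 37.3 percentile in WT and the 93.8 percentile in the library labelled icu11-3. Neither library thus showed thinning there beyond that of other exons. The ratio of the 2 libraries in exon 5 was higher than in 89.1% of 33484 exons of like length, so the labels were not settled by this gene, and each direction reported is that of the library labelled icu11-3.

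Levels are methylated calls over all calls, taken over cytosines with at least 5 calls in each library. Their differences have 95% intervals from resampling 500-kb blocks of the genome (5-kb blocks for cen180), which do not cover variation between plants. The annotation used lists no transposable elements. In their place stand 34778 heterochromatic windows of 500 bp whose CHG level was at least 20% over both libraries, 81.8% of them pericentromeric. Annotated pseudogenes made up 41.5% of their length.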

Consistent with the previous report (25), we found a marginal decrease in CG methylation over genes (*SI Appendix*, Fig. S6*A*) and no substantial changes of CG methylation levels over transposons (*SI Appendix*, Fig. S6*B*). 

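CG methylation over genes was higher in the library labelled icu11-3 than in WT, and CG methylation over heterochromatic windows was high in both. Over the 27444 protein-coding genes the CG level was 10.0% in WT and 17.9% in the library labelled icu11-3 at 64662 cytosines with at least 5 calls, a difference of 7.83 percentage points (95% interval 0.921 to 14.2). With no minimum the levels were 9.95% and 11.3% at 1302231 cytosines (difference 1.33, interval 0.643 to 2.27). Without cytosines covered at over 5 times the median the difference was 0.709 (0.516 to 0.901). The WT median was 1 to 2 calls by chromosome, so this limit also leaves out cytosines of moderate depth. With equal weight for each cytosine the difference at the minimum of 5 was 0.940 (0.750 to 1.12), and with equal weight for each gene 0.923 (0.740 to 1.12). The 7.83 thus depends on how calls are weighted. The 3663 body-methylated genes, those with CG methylation but almost no CHG or CHH methylation, had 23.4% and 26.4% (difference 2.97, interval 2.24 to 3.76). They were chosen on summed calls, most of which came from the library labelled icu11-3, which favours a higher level there. Genes chosen on WT alone, which favours WT, differed by 0.144 (interval -0.712 to 1.02), and genes chosen on the mean of the 2 levels differed by 2.39 (1.63 to 3.12). With no minimum the difference of the 3663 genes was 3.15 (2.86 to 3.43). Over all genes, the interval included 0 for gene parts outside heterochromatic windows (difference 3.75, interval -0.0704 to 8.24; with no minimum 0.918, interval 0.608 to 1.32) and when cytosines were not matched between libraries (interval -0.716 to 3.09).

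Gene groups were compared by Wilson 95% intervals over each gene body, with no coverage minimum and no correction for the number of genes. The share of all genes with intervals apart was not computed. By another test, Fisher's exact test with no coverage minimum, 307 of 3649 body-methylated genes were called higher and 57 lower. That set was chosen on summed calls, which favours higher levels in the library labelled icu11-3. Of 271 genes mainly in heterochromatic windows 6 were called higher and 8 lower. Of the 21030 other genes 170 were called higher and 148 lower. Whether the groups below differ from other genes of like methylation was thus not tested. Of 17 Polycomb genes, partners and other chromatin genes named in the study, 3 had a higher level with intervals apart, none had a lower one, and 14 had overlapping intervals. EMF2, a PRC2 subunit, had 26.8% in WT and 40.0% in the library labelled icu11-3. SDG8, the H3K36 methyltransferase, had 41.2% and 51.5%, and ICU11 itself had 8.82% and 21.2%. Of 17 genes of the DNA methylation machinery, 3 had intervals apart and all 3 were higher, namely VIM2 (5.88% and 13.2%), NRPD1 (28.5% and 38.0%) and NRPE1 (40.1% and 52.3%), the last 2 encoding subunits of the polymerases of RNA-directed DNA methylation. MET1, which maintains CG methylation, had 15.9% and 18.9%, with overlapping intervals. None of 5 demethylation genes differed in this way. The 25 Polycomb targets had almost no CG methylation, with medians of 0% in WT and 0.342% in the library labelled icu11-3. FLC had 0% of 150 calls and 0.390% of 513 calls. Only STK, an ovule identity gene, had intervals apart among these targets, at 13.7% and 27.9%.

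Fisher's exact test on the calls of each gene, which compares the 2 libraries and not the genotypes, called 10 genes lower and 29 higher of 7179 tested. A split that pairs each library's plus strand with the other's minus strand, and so holds no genotype difference, called 23 of 7386. With no coverage minimum 3 of the genes called lower and 10 of those called higher were called again. Among these, SRF8 (AT4G22130), a STRUBBELIG-family receptor gene on chromosome 4, had 47.4% of 38 calls in WT and 11.1% of 81 calls in the library labelled icu11-3 (Fisher's exact test, adjusted p = 0.00236), and with no minimum it differed by -15.5 percentage points. GAUT13 (AT3G01040), a galacturonosyltransferase-family gene on chromosome 3, had 18.2% of 22 calls and 68.8% of 32 calls (Fisher's exact test, adjusted p = 0.0167), and with no minimum it differed by 15.0 points. FU (AT1G50240) had a larger fall, from 82.9% of 41 calls to 15.8% of 38 calls, but was not called again with no coverage minimum.

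Over heterochromatic windows the CG level was 58.8% in WT and 62.2% in the library labelled icu11-3, and the interval of the difference, -0.00650 to 5.81 percentage points, includes 0. With no coverage minimum the levels were 68.7% and 67.3% (interval -3.11 to 0.717). Windows called higher numbered 40 and windows called lower 5, of 490 tested, and the strand-crossed split called 10 of 509. With no minimum 154 were called higher and 74 lower of 3526, and the split called 254 of 6103.

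**Figure D1:**
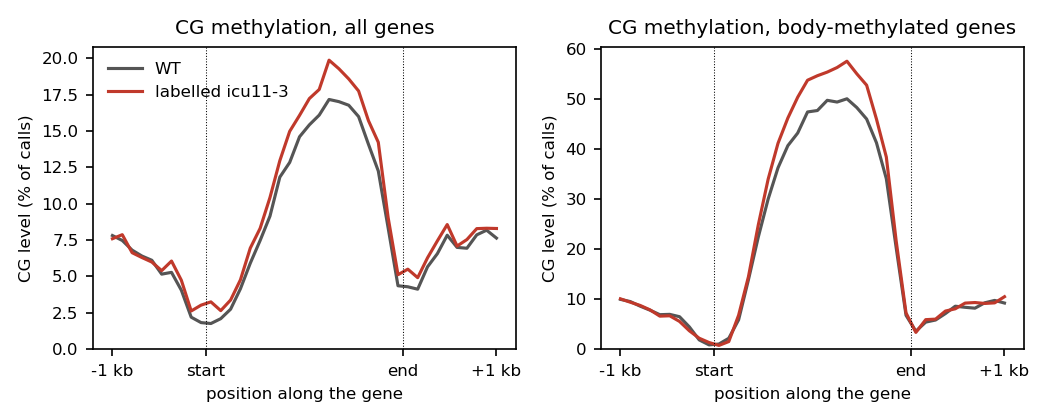
CG level (percent of calls, both libraries, no coverage minimum) along all 27444 protein-coding genes and along the 3663 body-methylated genes, from 1 kb upstream to 1 kb downstream, with each gene scaled to 20 bins. The library labelled icu11-3 (red) lies above WT (grey) along the gene body, except in the first 2 bins of body-methylated genes, and the lines carry no error because there is 1 library per genotype.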

The repetitive nature of the pericentromeric regions complicates their analysis, but we observed a slight reduction in CG methylation at cen180 repeats in *icu11-3* (*SI Appendix*, Table S3). 

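The cen180 repeats are tandem satellite copies in the centromeres. In the reference 1989 copies were found, 1013 of them on chromosome 5 and 630 on chromosome 4. These are copies of the TAIR10 reference, and the transposon-tagged lines are Landsberg erecta. Whether the plants hold the same copies at the same places was not tested, so values by copy or chromosome are those of the reference positions. Their CG level was 51.0% in WT and 56.1% in the library labelled icu11-3 at 2432 cytosines with at least 5 calls, a difference of 5.10 percentage points (95% interval 2.52 to 6.84). By chromosome, the difference was 8.04 (4.97 to 9.12) on chromosome 2, 9.51 (7.07 to 13.1) on chromosome 3 and 3.28 (1.99 to 5.38) on chromosome 5. On chromosome 1 it was 1.30 (-12.8 to 7.07) and on chromosome 4 it was 2.77 (-9.50 to 7.04), and both intervals include 0. With no coverage minimum the difference over all copies was 3.36 (0.318 to 5.32), and chromosomes 1 and 4 turned to -0.567 and -1.01, again with intervals that include 0. At copies with at least 90% identity to the consensus the difference was 6.69 (4.54 to 8.23). When cytosines were not matched between libraries it was 2.09 over all copies, and its interval includes 0 (-1.22 to 4.34).

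Calls were piled on the copies present in the reference. These 2432 cytosines had 138328 calls in WT and 891239 in the library labelled icu11-3. With equal weight for each of them the difference was 2.36 percentage points (interval 1.37 to 3.09). Without cytosines covered at over 5 times the median the direction turned, with 65.2% in WT and 53.3% in the library labelled icu11-3, but only 45 cytosines remained (difference -11.9, interval -19.9 to -3.92). With no minimum as well, a setting chosen after seeing the data, 1219 cytosines with 2151 WT calls remained. Their levels were 59.0% in WT and 52.0% in the library labelled icu11-3 (difference -7.01, interval -10.2 to -3.88). Non-CG methylation of the repeats was lower in the library labelled icu11-3, with CHG levels of 24.7% and 21.8% and CHH levels of 6.84% and 4.61% in WT and that library.

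**Figure D2:**
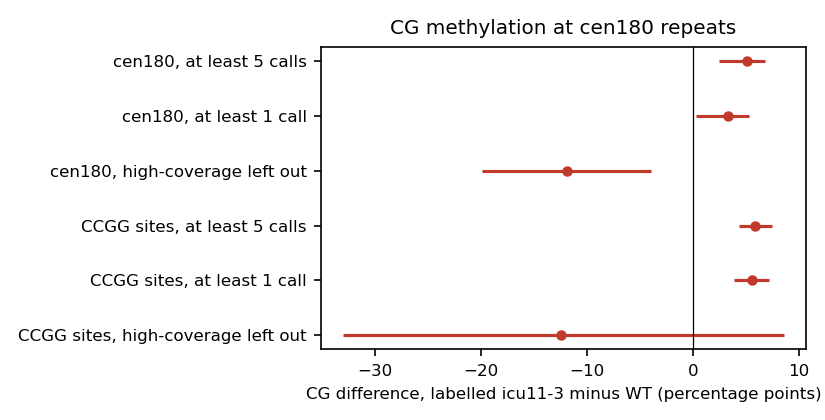
CG difference at cen180 repeats and at CCGG sites within them, library labelled icu11-3 minus WT in percentage points, with 95% intervals from resampling 5-kb blocks. The points at a minimum of 5 calls lie at 5.10 and 5.89, and those without high-coverage cytosines lie at -11.9 and -12.4.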

From the combination of bisulfite sequencing and Southern analysis we can conclude that a small proportion of the centromeric repeats lose their CG DNA methylation in *icu11-3*. 

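Copies of cen180 with a lower and with a higher CG level were about equally many. Of 726 copies with at least 10 CG calls in each library, 55 (7.58%, Wilson 95% interval 5.87 to 9.73%) were lower by at least 20 percentage points in the library labelled icu11-3 and 56 (7.71%, interval 5.99 to 9.88%) were higher by as much. When the plus strand of each library was paired with the minus strand of the other, 11.9% of 875 copies were lower and 11.1% higher, but that split also carries differences between strands and covers other copies, so it sets no noise level for these shares. The median copy differed by 2.60 percentage points. The copies on chromosome 4 had 30 lower and 15 higher of 248, and those on chromosome 5 had 18 lower and 30 higher of 311. Of 527 copies with at least 20 calls, 2.85% were lower and 5.31% higher. At a threshold of 30 percentage points the order was the other way, with 27 lower (3.72%) and 20 higher (2.75%) of 726.

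The sites cut by HpaII and MspI in the Southern blot are CCGG. The reference copies hold 461 of them. At the 158 inner cytosines with at least 5 calls in each library the CG level was 73.6% of 8412 calls in WT and 79.5% of 51754 calls in the library labelled icu11-3, a difference of 5.89 percentage points (95% interval 4.34 to 7.49). With no minimum the difference was 5.60 (3.89 to 7.23), and with equal weight for each of the 158 cytosines it was 7.48 (5.23 to 9.90). Without high-coverage cytosines 4 of the 158 remained, and the difference was -12.4 (interval -33.0 to 8.58). The intervals of the shares treat each cen180 copy as an independent draw. They do not cover variation between plants, and reads from copies of 1 molecule are not independent. From its bisulfite sequencing together with the Southern blot (Fig. 2B), the paper concludes that a small proportion of the centromeric repeats lose CG methylation in icu11-3. It also reports WT methylation of these repeats in a revertant line, after Ds had moved out of ICU11.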

CHG and CHH (H = A, C or T) methylation over transposon sequences were slightly increased in the *icu11-3* mutant (*SI Appendix*, Fig. S6*B*), but these slight changes in the non-CG contexts are consistent with the variations seen among plant tissues and plants grown in different environmental conditions due to the dynamics of non-CG methylation (33, 34). 

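CHG and CHH methylation over heterochromatic windows was lower in the library labelled icu11-3 than in WT. The CHG level was 42.2% in WT and 35.3% in the library labelled icu11-3, a difference of -6.90 percentage points (95% interval -7.65 to -6.30) at 94569 cytosines. The CHH level was 10.0% and 6.40%, a difference of -3.62 (-4.51 to -3.12) at 531859 cytosines. CHG was lower in 233 of 240 bins of 500 kb along the chromosomes and CHH in all 240. On annotated pseudogenes CHG was 31.4% and 25.3%, and CHH was 8.09% and 5.30%.

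By sequence, CHH methylation was highest at CAA (21.5% in WT, 15.6% in the library labelled icu11-3) and CTA (18.5% and 12.6%), the sequences preferred by the methyltransferase CMT2. It was lowest at CCT (2.89% and 1.32%). Within CHG, CAG had 51.1% and 43.1%, CTG had 47.5% and 39.8%, and CCG had 29.2% and 24.4%. Windows on the chromosome arms had CHH levels of 15.4% and 8.40%, and pericentromeric windows had 9.59% and 6.23%.

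Of 7 loci whose expression is sensitive to methylation, 2 had a lower CHH level within 1 kb upstream with Wilson intervals apart and 5 had overlapping intervals. For CHG across the gene 1 was lower and 6 overlapped. Within 1 kb upstream of SDC, a target of RNA-directed DNA methylation, CHH was 14.5% of 505 calls in WT (Wilson 95% interval 11.7 to 17.8%) and 6.22% of 209 calls in the library labelled icu11-3 (3.67 to 10.4%). Upstream of FWA, an imprinted homeobox gene, it was 4.53% (3.43 to 5.97%) and 1.63% (0.993 to 2.68%). Across QQS, an epiallele-bearing orphan gene, CHG was 61.9% (53.5 to 69.7%) and 33.3% (25.1 to 42.7%). Among 17 genes of the DNA methylation machinery, upstream CHH was lower in 4 and higher in 1, with 12 overlapping. VIM3, which acts in CG maintenance, had 11.0% and 4.48%, and NRPD1 had 0% and 2.78%, the other direction.

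Fisher's exact test on each window called 1177 windows lower and 202 higher in CHG of 12334 tested, and 3058 lower and 287 higher in CHH of 28166. The strand-crossed split called 871 of 12424 windows in CHG, 443 in one direction and 428 in the other, and was not made for CHH. Among windows called with at least 100 calls in each library, the largest CHG fall, from 57.0% of 107 calls to 0% of 107 calls, was on the arm of chromosome 2 from 18497501 to 18498000, 672 bp from AT2G44850. The largest CHH fall, from 65.1% to 0%, was on chromosome 5 from 24382501 to 24383000, 902 bp from AT5G60670. Among windows called higher in CHG, chromosome 4 from 2606001 to 2606500 rose by 39.6 percentage points from 31.4%.

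**Figure D3:**
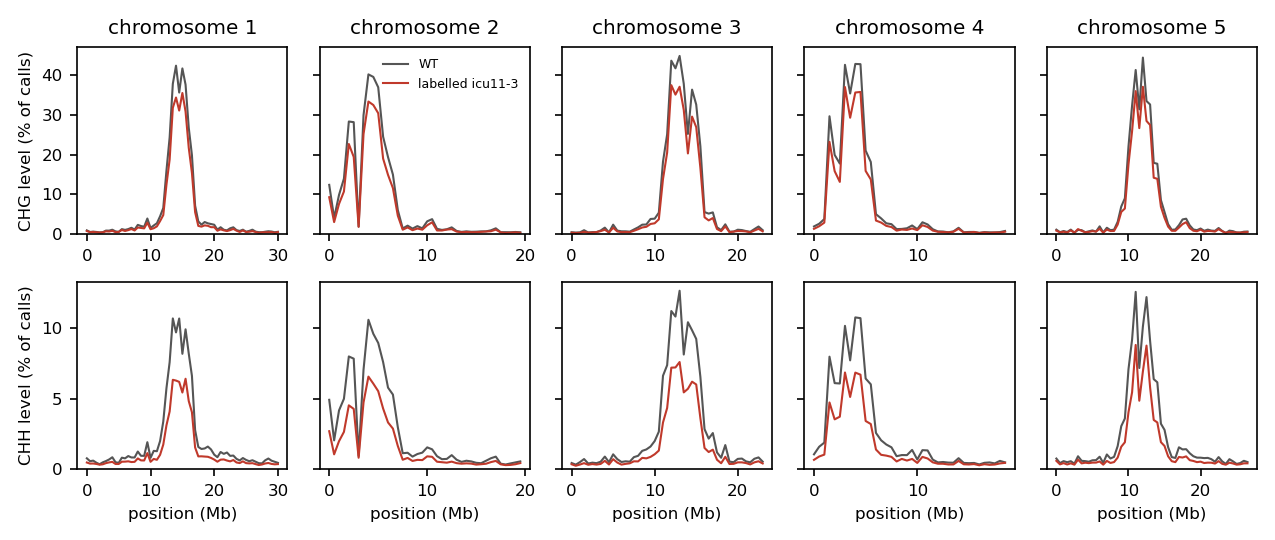
CHG level (top) and CHH level (bottom), percent of calls with no coverage minimum, in 500-kb bins along the 5 chromosomes for WT (grey) and the library labelled icu11-3 (red). The red line lies below the grey line in 233 of 240 bins for CHG and in 240 of 240 for CHH.

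**Figure D4:**
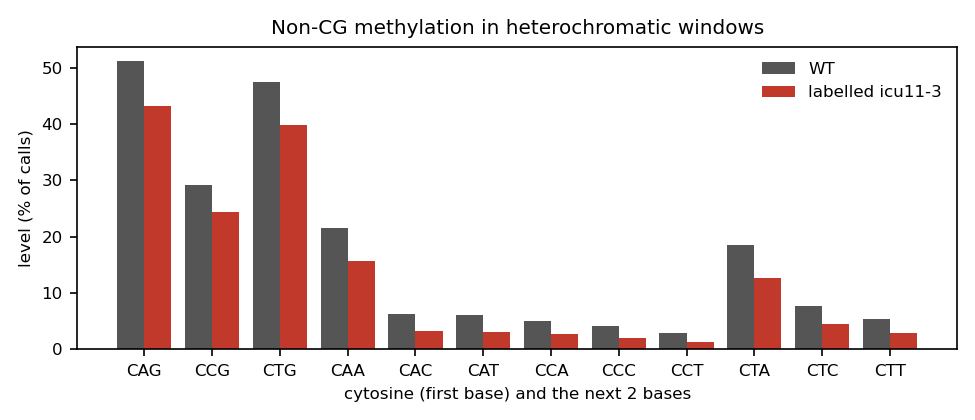
Level in percent of calls at cytosines in heterochromatic windows, by the cytosine and its next bases, in WT (grey) and the library labelled icu11-3 (red), with 1 library each. CAG stands at 51.1% and 43.1%, and CCT at 2.89% and 1.32%.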

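CG and non-CG levels over the whole nuclear genome differed in opposite directions. Not every part went this way, as CG with no coverage minimum was lower in 69 of 240 bins of 500 kb. CG was 17.9% in WT and 30.4% in the library labelled icu11-3 at cytosines with at least 5 calls, a difference of 12.5 percentage points (95% interval 6.70 to 16.9), and with no minimum the difference was 2.65 (1.17 to 4.30). At 5 calls it was 8.37 in the pericentromere and 3.43 on the arms, both smaller than 12.5. Each level is weighted by its library's own calls. The pericentromere held 1918701 of 2823897 CG calls in the library labelled icu11-3 and 414572 of 918420 in WT. The genome value thus also holds a difference in where calls lie. CHG was 5.09% and 4.11%, a difference of -0.976 (-1.26 to -0.721), and CHH was 2.65% and 1.68%, a difference of -0.970 (-1.23 to -0.718). Of 85088 windows of 50 bp with at least 10 CG calls in each library, 1.35% were lower by at least 30 percentage points in the library labelled icu11-3 and 2.61% were higher. The split across strands gave 1.66% and 1.60% of 130191 windows. Genes with under 5% CG had 0.657% in WT and 0.579% in the library labelled icu11-3, and the interval of their difference includes 0. With no minimum they were slightly lower (-0.0990, interval -0.135 to -0.0632). In body-methylated genes the CHG level was 0.320% and 0.330% and the CHH level was 0.265% and 0.266%, close to the chloroplast levels. No stretch of 2 kb or more had calls in 1 library and none in the other, as a large deletion would give. At the control genes PP2A, ACT7 and FCA the gene-body CG intervals overlapped, with 24.2% and 22.2%, 17.9% and 14.1%, and 25.8% and 28.0%. Their gene-body CHH intervals were apart in all 3, lower in ACT7 (0.398% and 0.0613%) and FCA (0.410% and 0.162%) and higher in PP2A (0.353% and 0.872%), so such intervals come apart at control genes too.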

Overall, therefore these data agree with previous observations that *ICU11* function does not have a large impact on DNA methylation (25). The observed effects may be due to indirect effects of increased transcription at ICU11 targets on the wider *Arabidopsis* epigenome.

### *icu11* Perturbs the Vernalization Response in *Arabidopsis*.

To clarify the functional implications of the physical and genetic interaction of ICU11 with PRC2, we asked how the *icu11* mutation affected vernalization, a well understood PRC2-regulated developmental transition. To set a high *FLC* expression state and therefore a vernalization requirement, we crossed *icu11-3* to *fca-1*. *icu11-3 fca-1* plants showed an increased variability in flowering compare to *fca-1* (Fig. 3 *A* and *B* and *SI Appendix*, Table S4). Cold treatment of different durations revealed a clear vernalization defect in *icu11-3 fca-1* plants; flowering was significantly delayed after 2 wk cold treatment (*SI Appendix*, Table S4) and was only marginally accelerated with longer cold. No difference in flowering was observed in the *icu11-3* single mutant following vernalization (*SI Appendix*, Fig. S7).

**Fig. 3.**
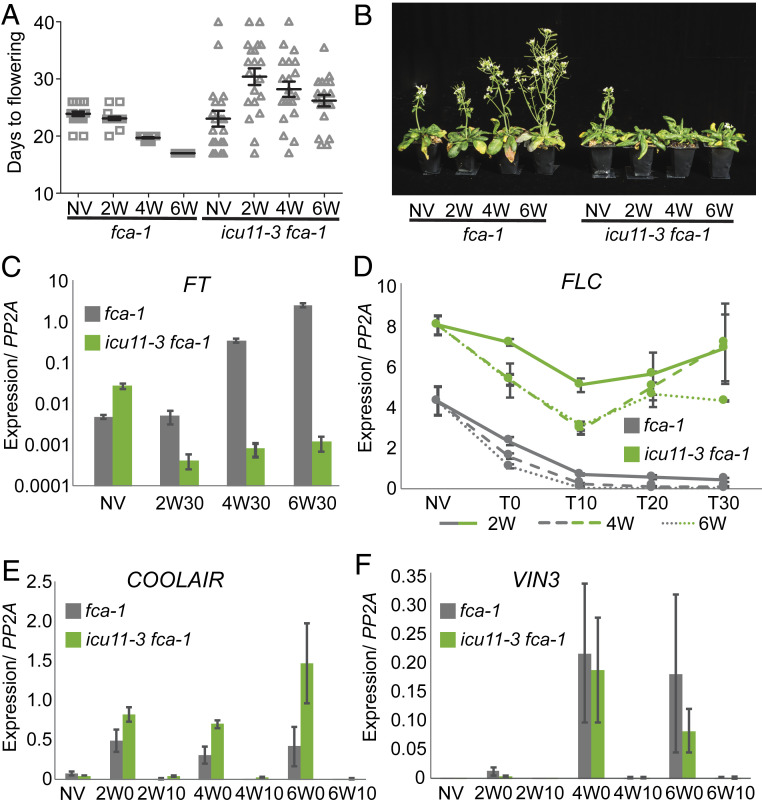
*icu11-3* is defective in vernalization. (*A* and *B*) Flowering is significantly more asynchronous at all time points and significantly delayed in the *icu11-3 fca-1* genotype after 2 wk vernalization (*SI Appendix*, Table S4). Days to flowering counted from the end of a pregrowth period of 14 d in warm conditions (NV), or from the end of pregrowth followed by a 2-, 4-, or 6-wk vernalization treatment. Bars represent mean and SEM (*n* = 20). (*B*) Flowering plants imaged at 25 d postvernalization. (*C*–*F*) Gene expression in the vernalization-requiring *fca1* and *icu11-3 fca-1* backgrounds. Gene expression is normalized to *PP2A*; error bars represent SEM for three biological replicates. (*C*) *FT* expression at 30 d posttreatment is higher in *fca1* than *icu11-3 fca-1*. (*D*) Expression of the flowering repressor *FLC* is higher in *icu11-3 fca1* than *fca-1* before (NV), during (T0), and 10, 20, or 30 d after vernalization (T10–30), reactivating strongly in *icu11-3 fca1* compared with the stable postvernalization repression observed in *fca-1*. Increasing vernalization time (2, 4, and 6 wk) leads to lower and more stably silenced *FLC* expression. (*E*) The antisense RNA *COOLAIR* is expressed at higher levels in *icu11-3 fca1* than *fca-1*. (*F*) Expression of *VIN3*, a cold-induced PRC2 target, is not affected by the *icu11-3* mutation.

We collected tissue before vernalization (NV), on the final cold day after 2, 4, or 6 wk cold (T0), and at 10-d intervals (T10, 20, 30) upon return of plants to warm, long-day conditions, allowing us to examine the expression of key regulatory genes in the vernalization-induced flowering pathway. Expression of *FT* in *fca-1* and *icu11-3 fca-1* mirrored the differences observed in flowering time. Without cold, *FT* was expressed at ∼10-fold higher levels in *icu11 fca-1*, even though expression of *FLC* (its repressor) was also high. This presumably reflects misregulation of all Polycomb target genes in an *icu11* background (Fig. 3*C*). Following increasing periods of cold exposure, *FT* expression levels increased in WT plants, but less so in *icu11 fca-1*. In *fca-1*, *FLC* expression decreased quantitatively by prolonged cold and was maintained in the transcriptionally silent state after return to warm conditions. In contrast, in *icu11-3 fca-1, FLC* expression was approximately twofold higher prior to vernalization (Fig. 3*D*), and although expression was reduced by cold, this was not maintained following vernalization. We interpret this as reflecting a reduced ability for the locus to digitally switch to an epigenetically silenced state. Consistent with this, the *icu11-3* mutant showed higher expression of the *FLC* antisense transcript *COOLAIR* during the cold (Fig. 3*E*), but expression of the cold-induced *FLC* repressor *VIN3*, another PRC2 target, was unaffected (Fig. 3*F*).

### ICU11 Functions Directly at *FLC* to Affect the Balance of Histone Modifications.

Vernalization-induced silencing of *FLC* is dependent on PRC2-mediated switching between bistable opposing epigenetic states: an active state, marked by high levels of H3K36me3 at the nucleation region of *FLC*; and a silent state, marked by a peak of H3K27me3 in the nucleation region that accumulates during cold exposure and spreads to cover the entire *FLC* locus upon return to the warm. We had previously shown that H3K4me3 at *FLC* follows transcription rather than functioning as the opposing chromatin state to H3K27me3 (1).

Comparison of *icu11-3 fca-1* compared to *fca-1* over the vernalization time series was used to define the role of ICU11 in *FLC* epigenetic switching. As expected, H3K36me3 was lost from the nucleation region in *fca-1* after 4 wk of cold exposure and replaced by a peak of H3K27me3 that spread to cover *FLC* after 10 d subsequent growth in warm long-day conditions (Fig. 4). In contrast, in *icu11-3 fca-1* the H3K36me3 peak was higher before vernalization and was not lost from the nucleation region following cold exposure or subsequent warm growth conditions. This was coincident with an attenuated accumulation of H3K27me3 accumulation at the locus following cold (Fig. 4). Comparison of H3K27me3 and H3K36me3 levels at *ACT7* and *STM* indicated that histone methylation was relatively stable across time points and between genotypes at control genes (*SI Appendix*, Fig. S8). Thus, ICU11 is required for the cold-induced epigenetic switch between the active H3K36me3 state to the silenced H3K27me3 state at *FLC*.

**Fig. 4.**
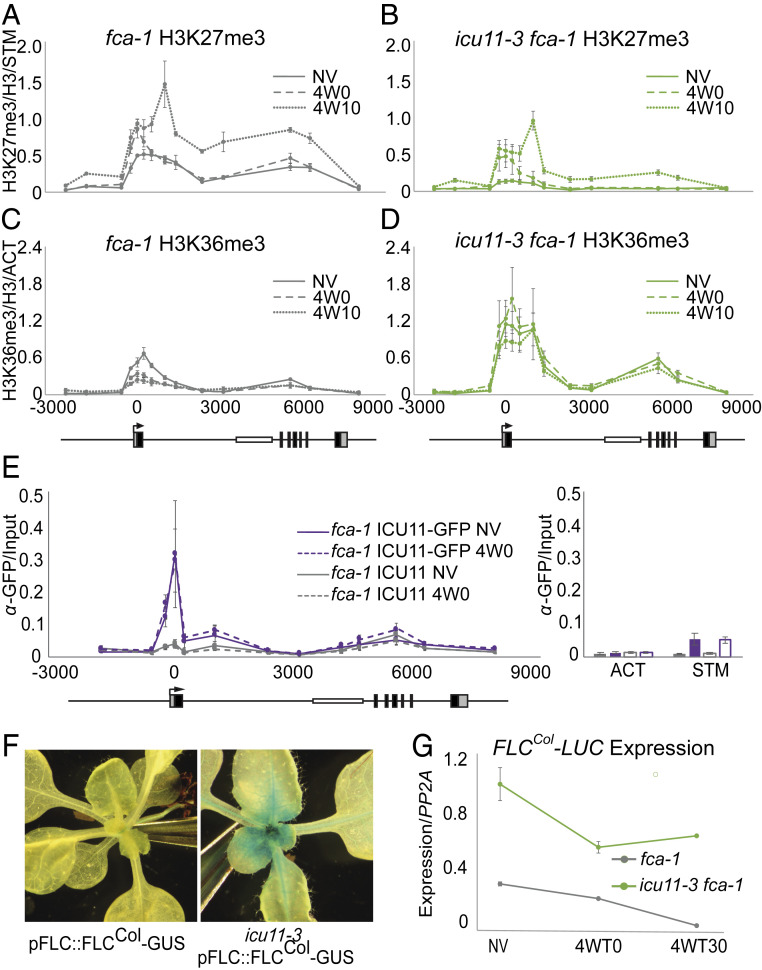
ICU11 influences H3K27me3 and H3K36me3 dynamics at *FLC* through a vernalization timecourse. (*A*–*E*) ChIP analysis of H3K27me3 (*A* and *C*) and H3K36me3 (*B* and *D*) histone modifications and ICU11 localization (*E*) at *FLC*; error bars are SEM of three biological replicates. Abundance, relative to total histone H3 and normalized to *STM* (H3K27me3) or *ACT7* (H3K36me3) was measured in nonvernalized plants, after 4 wk vernalization and vernalization followed by 10 d growth in warm conditions. The *icu11-3 fca-1* mutant (*C* and *D*) has reduced H3K27me3 and increased H3K36me3 relative to the *fca-1* control (*A* and *B*). (*E*) ChIP analysis of ICU11 localization at *FLC* before and after 4 wk vernalization treatment, normalized to input. Purple lines represent plants containing the GFP-tagged ICU11 construct, while gray lines represent control plants with untagged ICU11. Localization of ICU11-GFP at ACT and STM before (solid bar) and after (empty bar) vernalization shown as positive and negative controls. Underlying *A*–*E*, an *FLC* locus schematic showing UTRs (gray boxes), exons (black boxes), and the Ler background MULE insertion in intron one (white box). (*F*) Gus staining of *FLC* expression in FLC^Col-0^-GUS, which lacks the MULE in intron one found in Ler background. Expression of this allele is higher in *icu11-3*, indicating misregulation of the MULE insertion is not responsible for the *FLC* overexpression phenotype. (*G*) Expression of *FLC-LUC* from FLC^Col-0^-LUC (no MULE in intron one) is higher in the *icu11-3* background than WT before and after 4 wk vernalization and shows reactivation after vernalization followed by postcold growth. Error bars are SEM of three biological replicates.

These analyses had been undertaken using *icu11-3*, a mutation in the Landsberg *erecta* (Ler) background. In L*er*, a Mutator-like transposable element (MULE) in the first intron of *FLC* leads to low expression before vernalization compared with other alleles. We wanted to confirm the effect of ICU11 at *FLC* was on Polycomb switching rather than an influence *FLC* through an effect of the MULE insertion. First, we performed chromatin immunoprecipitation to define sites of association of ICU11 at *FLC*, using a GFP-tagged ICU11 construct transformed into the *icu11-3 fca-1* background. ICU11 was localized at the *FLC* 5′ end coincident with the H3K36me3 enrichment, both before vernalization and at the end of a 4-wk cold treatment (Fig. 4*E*). We also observed a small increase in *ICU11* occupancy over the gene body after 4 wk cold, similar to that seen for other PRC2 components (1). Thus, *FLC* is a direct target of ICU11, colocalizing with PRC2 components before cold and at distinct phases of the cold silencing process. Notably, our ICU11-GFP chromatin immunoprecipitation (ChIP) experiment did not indicate enrichment of ICU11 signal over the MULE.

To confirm our hypothesis that ICU11 does not influence *FLC* via an effect of the MULE, we utilized a *pFLC::FLC-GUS* reporter construct generated using the Col-0 *FLC* allele (*pFLC::FLC*^*Col-0*^*-GUS*), which lacks the MULE. This construct was crossed into the *icu11-3* (Ler) background, and WT and *icu11-3* siblings from an F2 population examined in nonvernalizing conditions. In *icu11-3*, *FLC* expression was strongly up-regulated before cold even in the absence of the MULE (Fig. 4*F*). We used a second Col-0 allele construct, *pFLC::FLC*^*Col-0*^*-LUCIFERASE*, to examine whether the *FLC* reactivation seen following vernalization was also independent of transposon derepression in *icu11-3*. The *pFLC::FLC*^*Col-0*^*-LUCIFERASE* construct was backcrossed into the *icu11-3 fca-1* background. Paralleling our observation of the native *FLC*^*Ler*^ allele in *icu11-3 fca-1* (Fig. 3*D*), we found that *FLC-LUC* expression was higher in the *icu11-3* background than in WT prior to vernalization, was reduced by cold, but that transcription reactivated on return to the warm (Fig. 4*G*). Thus, defective silencing of *FLC* in *icu11-3* is PRC2-dependent and independent of the MULE insertion in *FLC*^*Ler*^.

## Discussion

Here, through analysis of a mutant displaying a range of PcG-impaired phenotypes we identify the ICU11 Fe2+/2 oxoglutarate-dependent oxygenase activity that influences *Arabidopsis* PRC2 regulation. The large 2OGD superfamily in *Arabidopsis*, of which ICU11 is a member, contains prolyl-4-hydroxylases, AlkB DNA repair enzymes and enzymes integral to an array of biosynthetic processes (26). However, *ICU11* and its most closely related sequences form a separate clade within the *Arabidopsis* genome (25), suggesting distinct functionality. Our analysis of global changes and specific defects in the vernalization silencing process suggests that impairment of ICU11 primarily influences active histone marks—especially H3K36me3. A 2-OGD is the catalytically active demethylation domain of Jumonji histone demethylases; however, we could not reproducibly show using in vitro assays that ICU11 has this biochemical activity. Notably, previous studies have similarly struggled to demonstrate recombinant activity in vitro despite clear functional evidence for their function in vivo (35, 36).

The subtle alterations in DNA methylation in the *icu11-3* mutant were unexpected for a mutation predominantly associated with Polycomb silencing. Such pleiotropic changes have not previously been reported for PRC2 mutants in *Arabidopsis*; indeed, a comparable Southern blot analysis indicates that even the severe PRC2 *clf swn* double mutant maintains effective cen180 repeat methylation (37). Thus, we speculate that any DNA methylation *icu11* phenotypes are linked to altered transcriptional activity. ICU11 may work specifically as an H3K36me3 demethylase, influencing directly PRC2 targets and then indirectly a larger set of targets. Alternatively, ICU11 may act as a promiscuous histone demethylase targeting distinct methylation types according to the specificity of its binding partners. However, the robust immunoprecipitation with PRC2 components, but not other chromatin regulators, argues against this. ICU11 may also influence methylation levels of trans factors. For example, the histone demethylase LSD1 demethylates both H3K4 methylation and the DNA methyltransferase Dnmt1 in mouse embryonic stem cells, directly influencing H3K4 and indirectly reducing H3K9me2 (38). Further analysis on defining demethylase activities is clearly important if we are to fully understand epigenetic homeostasis within the *Arabidopsis* genome.

## Materials and Methods

The transposon-tagged lines are in the Landsberg *erecta* genotype. Other material is in the Col-0 genotype. Detailed descriptions of the growth conditions and the experimental procedures used—cloning, qRT-PCR, proteomics, Southern blots, whole-genome methylation analysis, Western blots, chromatin immunoprecipitation, and the in vitro histone demethylation assay—are in *SI Appendix*, *Materials and Methods*.

### Materials and Data Availability.

The full list of mass spectrometry results is provided as Dataset S1. The DNA methylation analysis data have been deposited at Gene Expression Omnibus (accession no. GSE151449). All of the other raw data and materials that support the findings of this study are available from the corresponding authors upon reasonable request.

## Supplementary Material

Supplementary File

Supplementary File

How the deposited data were processed for this re-analysis (not part of the article)

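Cytosine methylation was measured by bisulfite sequencing in 14-d-old seedlings, in 1 library labelled WT (line C12b) and 1 labelled icu11-3. The labels are those of the sources and were not settled by the calls over ICU11. The authors deposited a fraction methylated for each cytosine and strand, beside its counts of methylated and unmethylated reads, in 3 files per library for CG, CHG and CHH. The submitters' processing notes name Trim Galore, Bismark and TAIR10; versions, filters on duplicate reads and the alignment settings are not given in the sources used here. In all 6 files each fraction equalled its counts. Every nuclear and chloroplast position matched its sequence context in the reference used, whose nuclear sequence is TAIR10. The mitochondrial calls were not used.

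Up to 2 lines per cytosine were summed. They cannot be assigned to replicates, and the WT CG file has 1 line per cytosine at 0.206 times the chloroplast depth of the WT CHG file. CG values therefore rest on fewer calls in WT than CHG and CHH values do, and set 1 line per cytosine of WT against up to 2 lines of the other library, as for 1 replicate against 2. The coverage minimum of 5 was fixed before this was known, and values with a minimum of 1 are printed beside the main CG levels.

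Levels, differences and intervals were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and numba 0.67.0. A difference is of levels over cytosines covered in both libraries, with a 95% interval from 1000 draws of 500-kb blocks (5-kb blocks for cen180). Regions were tested by Fisher's exact test with Benjamini-Hochberg adjustment, and called at an adjusted p under 0.05, a difference of at least 10 percentage points, at least 20 calls in each library and the same sign on both strands. Such a test on 2 libraries compares those libraries, and reads from copies of 1 molecule are not independent. A split that pairs the plus strand of each library with the minus strand of the other gave a number of calls without a genotype difference for CG and CHG. It also carries differences between strands and covers other regions, so it can be higher than the noise of the comparison itself. For CHH windows, which are not symmetric between strands, there is no such number. The code was tested on simulated data with 200 changed regions. For CG over genes 44 of 100 simulated changes of 40 percentage points and 15 of 100 changes of 20 percentage points were called, with 1 call among 6979 unchanged genes. The simulated calls were drawn independently, without dependence within reads or variation between plants. The 1 call is thus not the error rate on real calls, where the strand-crossed split called 23 of 7386 genes.

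Genes are the 27444 protein-coding genes of the annotation. Transposable elements are not annotated in it, so 500-bp windows with CHG of at least 20% stand in for them and are called heterochromatic windows. Copies of cen180 were found with blastn 2.17.0+ at 80% identity or more over 140 bp or more. The consensus was written from general knowledge, and 90.6% of consecutive matches started at the expected spacing. Pericentromeres, 4.8 to 7 Mb long, were set by hand.

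Genes named in the text come from lists fixed before the data were examined, and only part of each list is described one by one. The lists cover Polycomb and other chromatin genes, Polycomb targets, DNA methylation and demethylation genes, methylation-dependent loci and controls. Further names come from the 10 genes with the largest CG fall and the 10 with the largest rise among those called, and from up to 5 windows per context and direction with the largest changes among those with at least 100 calls. Calls over ICU11 are set against the nuclear mean, where the plan named the median. Alternatives were other coverage minimums, unmatched cytosines, the mean of cytosine fractions, subtraction of the chloroplast rate, a maximum on coverage, single strands, leaving out each chromosome, other region sets and other thresholds. The maximum on coverage is 5 times the median calls per covered cytosine of each library and context. For CG that median, by chromosome, was 1 to 2 calls in WT and 4 to 5 in the library labelled icu11-3. No analysis of H3K27me3, H3K36me3, expression or mass spectrometry is included here.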

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

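No paired analysis was possible because each genotype has 1 set of calls, in which replicates are not told apart. Choosing genes or windows on 1 library or on the mean of both, using annotated pseudogenes, and combining a minimum of 1 with the limit on high coverage were chosen after seeing the data. Of 174 alternative values 116 kept their direction and side of the threshold or stayed within their range. CHG and CHH over heterochromatic windows stayed lower in the library labelled icu11-3 in all 20 alternatives each, from -9.13 to -5.56 and from -7.03 to -2.79 percentage points. CG over genes stayed higher in all 16, from 0.709 to 11.0, but the interval included 0 with unmatched cytosines (1.5). CG levels in WT rest on 2.21 calls per covered cytosine. For the changes below the cause was not tested, apart from fewer regions or cytosines remaining.

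Over body-methylated genes the difference was -4.51 at a minimum of 10 (164 cytosines, interval -9.20 to 0.243), 0.144 for genes chosen on WT alone and 2.39 for genes chosen on the mean of the 2 levels. Over heterochromatic windows, where the interval of the CG difference included 0, it was -1.34 at a minimum of 1 and -0.111 at that minimum without high-coverage cytosines (interval -0.429 to 0.190). On pseudogenes it was -5.46 (interval -14.1 to -1.48) and passed the test as lower. Over the windows it passed the test as higher at 4.59 with a minimum of 10, 8.31 with unmatched cytosines, 2.24 as the mean of fractions, 3.41 with the chloroplast rate subtracted, 2.00 without high-coverage cytosines, 5.31 on the plus strand, 3.55 without chromosome 1, 3.51 for windows chosen on the library labelled icu11-3 and 4.15 for windows chosen on WT. At cen180 the CG difference was 2.09 with unmatched cytosines, where the interval includes 0 (-1.22 to 4.34). It was -11.9 without high-coverage cytosines and -7.01 when the minimum was also 1. At CCGG sites it was -12.4 and -7.81 under the last 2 settings.

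Genes called lower and higher in CG numbered 4 and 8 with at least 50 calls, 213 and 483 at a minimum of 1, 1 and 3 at a minimum of 10, and 69 and 99 with no strand rule. At a minimum of 1 the strand-crossed split called 614. Windows called lower and higher in CG numbered 1 and 12 at 20 percentage points, 74 and 154 at a minimum of 1, 2 and 26 at a minimum of 10, and 17 and 73 with no strand rule; 26 were higher after centring on the median change. In CHG they numbered 595 and 54 with at least 50 calls, 4037 and 611 at a minimum of 1, 207 and 18 at a minimum of 10, and 2190 and 508 with no strand rule. In CHH they numbered 1151 and 77 at 20 percentage points, 359 and 34 at a minimum of 10, 5749 and 884 with no strand rule, and 1871 and 779 after centring; 6331 were lower at a minimum of 1. The share of cen180 copies lower in CG was 2.85% at 20 calls or more and 3.72% at 30 percentage points. The share of windows changed in CG was 4.47% for 200-bp windows and 1.88% at 20 calls or more. The filter on transposons of at least 500 bp was not run, since every window is that long.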

Differences from the paper's values

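The paper gives no values for its bisulfite sequencing in its text and the SI Appendix is not among the sources used here, so only directions can be compared.

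The paper describes a small fall of CG methylation over genes in icu11-3. In the files analysed the CG level over genes was higher in the library labelled icu11-3, by 7.83 percentage points at a coverage minimum of 5 and by 0.709 to 11.0 under the alternatives. With equal weight for each cytosine it was higher by 0.940, and with equal weight for each gene by 0.923. Over body-methylated genes the alternative with a minimum of 10, set before the data were examined, gave a lower level (-4.51, interval -9.20 to 0.243). Genes with under 5% CG were slightly lower with a minimum of 1 (-0.0990, interval -0.135 to -0.0632). The paper states that CG over transposons did not change substantially. Over heterochromatic windows the interval here includes 0 by a small margin (-0.00650 to 5.81). The values ran from -5.46 on pseudogenes (interval -14.1 to -1.48) to 8.31 with unmatched cytosines. At a minimum of 1 without high-coverage cytosines, chosen after seeing the data, the difference was -0.111 (interval -0.429 to 0.190) at 172401 cytosines. More windows were called higher (40) than lower (5), of 490 tested. Over these settings together the statement is neither met nor contradicted.

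The paper describes a small fall of CG at cen180 repeats. The level here was higher by 5.10 percentage points, and by 5.89 at CCGG sites, which the paper's Southern blot tests and in which it reports lower methylation. Without cytosines over 5 times the median coverage, an alternative set before the data were examined, it was lower by 11.9 percentage points at cen180 (interval -19.9 to -3.92) and the interval at CCGG sites included 0 (-33.0 to 8.58). With a minimum of 1 as well, chosen after seeing the values, cen180 differed by -7.01 (interval -10.2 to -3.88, 1219 cytosines).

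The paper describes a small rise of CHG and CHH over transposons. Both were lower over heterochromatic windows in the library labelled icu11-3, by 6.90 and 3.62 percentage points, in all 20 alternatives each.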

Other observations

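The tests of conversion, labels, high coverage, the size of the WT CG file and piled-up calls were chosen after the result was seen. Those of equal coverage and of the spread between lines were set before.

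The fall of CHH methylation differed between sequences and places. In percentage points CHH differed by -5.98 at CTA, -5.93 at CAA and -1.57 at CCT. Relative to the WT level CTA fell by 32.2%, CAA fell by 27.6% and CCT fell by 54.3%. CCT thus had a smaller fall than the other 2 in points and a larger relative fall. CTA fell by more than CAA on both scales, though their intervals in points overlap. CHH over windows on the arms fell by 7.03 percentage points (95% interval -7.58 to -6.58), and over pericentromeric windows it fell by 3.36 (-4.17 to -2.92). On the arms CHH differed by -7.03 in windows that stand alone, -7.74 in stretches of 1 to 4 kb and -5.76 in stretches over 4 kb. In the pericentromere it differed by -3.37, -3.13 and -3.49, with no order by length. The levels do not show which library changed.

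CHG and CHH were lower over heterochromatic windows in the library labelled icu11-3, against the direction given in the paper. Incomplete conversion in WT is argued against, since the chloroplast CHH level of WT minus that of the other library was -0.00568 percentage points. Unequal depth is argued against as well, since the CHG difference at cytosines with equal calls was -8.20. The 2 lines of a cytosine differed by up to 27.8 percentage points in CHG (root mean square after correction for counting), which is a spread of single cytosines and does not test a shift of the mean between replicates, so that stays untested. Swapped labels stay open too. Exon 5 of ICU11 showed no thinning of calls in the library labelled icu11-3, and in WT it lay at the 37.3 percentile of exons of like length. Its ratio between the libraries, at the 89.1 percentile, gave no decision. Under a swap all 3 directions that differ from the paper would turn. The paper's Southern blot shows lower CG at cen180 in icu11-3 and does not settle the labels.

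CG was higher over genes in the library labelled icu11-3. Incomplete conversion is argued against, since its chloroplast CG level was lower than that of WT (difference -0.0891 percentage points). Cytosines of very high coverage are not the whole of it, since 0.709 of the 7.83 percentage points remained without them, though most of the difference was gone. The WT CG file held 0.206 times as many chloroplast calls per cytosine as the WT CHG file and may be 1 of 2 replicates, set against 2 of the other library, and whether the absent calls would change the level cannot be told. A difference between genotypes was not tested, for want of replicates.

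CG was higher at cen180 repeats at a minimum of 5 calls. Without high-coverage cytosines the difference was -11.9 percentage points, but only 45 of 2432 cytosines remained. With equal weight for each cytosine it stayed positive, at 2.36 (interval 1.37 to 3.09). The weight of a few cytosines with many calls thus does not alone set the sign at a minimum of 5. Reads on these cytosines could come from any of the copies. Which of the 2 signs holds for the copies as a whole stays open.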
